A study of Homo sapiens with 30 samples. Its data were reported in "An integrative transcriptomics approach identifies miR-503 as a candidate master regulator of the estrogen response in MCF-7 breast cancer cells" (2016).

How the data were processed

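MCF-7 is an established human breast cancer cell line that carries the estrogen receptor alpha. Per the labels and the methods of the study, the cells were held in medium stripped of steroid hormones with ethanol, the solvent of the hormone, and then received medium with 10 nM estradiol. RNA was taken at 10 times, every hour from 0 to 6 h and then at 8, 12 and 24 h. The 0 h cells had ethanol alone. Each time had 3 biological replicates, numbered 2, 3 and 4, which gave 30 libraries in 10 groups. The labels give passage 9 for replicates 2 and 3 and passage 10 for replicate 4. No library of cells with ethanol alone was analysed for any later time, so each difference from 0 h holds the effects of the hormone, of the fresh medium and of the hours that passed.

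The authors made stranded poly(A) libraries, sequenced them as read pairs, aligned the pairs to the human genome build hg19 with MapSplice and estimated the abundance of each gene with RSEM. The deposited values used here are the expected counts of RSEM, which share a read pair between genes when it matches more than 1 of them, so 10.1 to 11.3% of the values in a library were not whole at the 2 decimals given, without any tolerance. They are not scaled for depth or length. Genes are named by a symbol and a gene number, and 29 entries have the number without a symbol and were kept. The strand setting of the quantification is not given in the sources used here, so the counts of overlapping or antisense genes are uncertain. Among the 137 genes that the rule for named genes allows, 29 overlap another annotated gene, and these are AMIGO2, BAK1, BHLHE41, BRCA1, BRCA2, CCND1, CCNE2, CDCA3, CENPA, CYP1B1, DBP, DTL, ERBB2, ESR1, GATA3, IDI1, IFIT1, MARS, PGM5, RPL13A, SGCG, TAGLN, TGFB3, TGM2, TIPARP, TMPRSS2, TP53INP1, VASN and YARS. Positions are those of build GRCh37 in the GENCODE annotation lifted to it, counted from 1.

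The expected counts were rounded to whole numbers. Libraries held 17.2 to 27.7 M counts with a median of 23.0 M. Genes were kept by edgeR's filterByExpr on the time groups, with a minimum count of 10, which left 13849 genes. Counts were normalised by the TMM method (factors 0.975 to 1.061). All 30 libraries were fitted together with a mean for each time, and each time was compared with 0 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within the time. The common dispersion was 0.00991 and 20 residual degrees of freedom remained. Normalised counts are counts scaled to the mean effective library of 22.8 M counts, and values are given as mean ± SD of 3 libraries. A gene was called at a time when its adjusted p was under 0.05, its fold change was at least 2 in either direction and its mean normalised count over the 30 libraries was at least 500, which are the limits of the study. A gene called at any of the 9 times was named responsive. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, PyWavelets 1.8.0 and matplotlib 3.10.9 were used.

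Responsive genes were placed in 3 temporal classes. A gene whose largest called change was below 0 was repressed. Any other gene was induced when its log2 fold change at 24 h was at least 0.5 of that at its peak, and transient otherwise. The alternative was the path named in the methods of the study, interpolation followed by a Daubechies wavelet decomposition and hierarchical clustering. The study does not state linkage, distance or scaling. Ward linkage and log2 fold changes scaled to each gene's largest absolute value were chosen here. Genes called at 2 h were also tested for a change between 2 and 24 h in the same model. The time means of each responsive gene were correlated with those of GATA3, and an r of 0.9 or more, or of −0.9 or less, was counted as a similar or an opposite profile. A joint test of all 9 times asked for any change over time.

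The lists of genes, 24 in number, were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over lists and times, and again with an estimated correlation and with fry. In random orders of the libraries the preset correlation gave many calls and the estimated one few. The p with an estimated correlation is therefore given beside each preset call of the main model. They are classical estrogen receptor targets, immediate early genes, luminal regulators and markers, basal epithelial markers, mesenchymal genes, G1/S genes, G2/M genes, homologous recombination, ribosome biogenesis, cytosolic ribosomal proteins, aminoacyl-tRNA synthetases, amino acid transport and synthesis, cholesterol synthesis, the unfolded protein response, the heat shock response, apoptosis regulators, p53 targets, the interferon response, the hypoxia response, the circadian clock, TGF-beta and BMP targets, fibroblast markers, blood cell markers and stable reference genes. A list needed at least 5 tested genes. Of the 16 blood cell markers only 3 were expressed enough to be tested, so that list was only described. Member genes passing the adjusted p are counted without a fold limit.

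Genes are named by a rule. It takes the genes that the study discusses or that serve as markers of the estrogen response, namely ESR1, GATA3, FOXA1, ZNF217, FOXC1, NCOR2, BRIP1, TFF1, CTSD, ERBB2, CCND1, RET, BRCA1, BRCA2, E2F1, PGR, GREB1, MYC and MGC16121. It adds for each time the 5 largest rises and the 5 largest falls among called genes whose 3 libraries all lay on the same side of the 3 libraries at 0 h. It adds 5 genes for each temporal class under the same condition, up to 4 genes for each list at the time of its smallest p, and 5 genes in each direction for the return between 2 and 24 h. The groups, the tests, the lists, this rule and most alternatives were fixed before the data were examined.

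The numbers pair the libraries, because the methods of the study state that each biological replicate began as a plate that was split over the 10 times. Deviations from the time means had a median correlation of 0.065 between libraries of the same number, with 55 of 135 pairs over 0.1, and of −0.024 between libraries of different numbers, with 50 of 270 pairs over 0.1. For numbers 2, 3 and 4 apart the median was 0.065, 0.144 and −0.027, so by the median the pairing did not show for number 4. Because the design pairs the libraries, a model with the replicate number as a block was fitted as an alternative. The other alternatives were RLE size factors or library totals alone, no filter on low counts, each replicate or each library left out, DESeq2 with and without a prior on fold changes, only the 6 libraries of the times compared, other limits on count and fold, and adjustment over all times. Chosen after the data were seen were a correction for GC content, the omission of 5 libraries, the lane number as a term, a count limit of 250 and 2 further lists of genes.

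Replicates were checked for libraries deposited more than 1 time. The chi-square of counts per degree of freedom was 4.17 to 30.8 between replicates, above sampling noise in every pair, so all 30 were kept apart. The code was tested on simulated data drawn from the means and library sizes of these samples with 13526 genes. At 4 h against 0 h, 46 of 50 genes changed 1.5-fold were recovered by adjusted p, and 50 of 50 at each of the folds 2, 3 and 4. With the fold and count limits added, 24 of 50 genes changed 2-fold and 48 of 50 changed 4-fold were called. No unchanged gene passed all limits at any time. A raised list was found, and 0 of 200 random lists was called. The genes were drawn independently, so these lists could not show calls that come from correlation between genes. All 126 simulated genes that passed the limits received the right class, and changed genes that did not pass received none.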

Results

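The time course was collected to follow how MCF-7 cells, breast cancer cells of luminal type that depend on the estrogen receptor, change their transcripts after estradiol. Poly(A) RNA was sequenced at 10 times of exposure to 10 nM estradiol, hourly from 0 to 6 h and then at 8, 12 and 24 h, with 3 biological replicates at each time. The 30 libraries held 17.2 to 27.7 M counts over genes, and 15217 to 15912 genes had a count in a library. Log2 counts of replicates at the same time had correlations across genes of 0.983 to 0.995, and the 10 most abundant genes took 4.95 to 5.73% of a library. The filter on low counts left 13849 genes for testing and 7550 with a mean normalised count of at least 500. Every change below is measured against the 0 h libraries, and no library of cells without estradiol at a later hour was analysed here. Among the libraries of a given time, some of each replicate lay apart along a component that followed the GC content of transcripts. Results were computed again without 5 libraries at its positive end, those of replicate 4 at 0, 1, 2, 3 and 6 h. Libraries of replicate 3 at the other end were kept. The one at 6 h stood at −11.97 on the component, against 8.44 for the omitted 0 h library. Libraries of replicate 2 were kept as well, though they stood at 8.43 at 12 h and −8.73 at 3 h. Coordinates are those of build GRCh37.

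The comparison of each time with 0 h asked which genes respond to estradiol and when. At 1 h the largest rises included EGR3, a zinc finger transcription factor of the early growth response family, and FOXC1, a forkhead transcription factor of basal-like breast tumors. By 2 h the largest rises among genes past all limits included TGM2, which cross-links proteins, PTGES, an enzyme of prostaglandin E2 synthesis, and CYP1A1, which oxidizes aromatic compounds. The largest falls at 2 h were those of RNF43, a ubiquitin ligase that removes Wnt receptors, and of ID2 and ID3, inhibitors of basic helix-loop-helix transcription factors. At 24 h PDZK1, a scaffold protein with PDZ domains, stood among the largest rises and MME, the membrane peptidase neprilysin, had the largest fall. Over the 9 times 894 genes responded. The number was 105 at 1 h (92 higher, 13 lower), 325 at 2 h (263 higher, 62 lower) and 399 at 3 h (285 higher, 114 lower). It lay at 398, 379, 356, 344 and 391 at 4, 5, 6, 8 and 12 h and was 453 at 24 h (308 higher, 145 lower). Of the called genes 87.6% were higher at 1 h, 80.9% at 2 h and 66.9 to 72% from 3 h on. With library totals in place of TMM factors the share from 3 h on was 57 to 62.9%, and by adjusted p alone 3219 genes were higher and 2723 lower at 24 h. The excess at later times also depended on the limit on the mean count, which a gene's own rise helps it to pass. Without that limit 333 genes were higher and 44 lower at 1 h. The numbers were 674 and 621 at 6 h and 810 and 692 at 24 h. EGR3 (gene number 1960) reached a log2 fold change of 5.14 ± 0.16 (SE) at 1 h and 5.58 ± 0.16 at 24 h, from 25.5 ± 5.5 normalised counts at 0 h (SD, n = 3). PTGES rose by 5.64 ± 0.12 at 3 h, RNF43 fell by 3.57 ± 0.14 and ID2 fell by 3.46 ± 0.09 at 2 h, and MME fell by 3.69 ± 0.13 at 24 h. TGM2 rose by 8.18 ± 0.18 at 4 h and PGLYRP2, a peptidoglycan hydrolase, by 7.42 ± 0.25 at 5 h, but they had only 3.67 and 4.9 normalised counts at 0 h, so these sizes rest on few counts. For every gene of this paragraph the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.4e-13 or smaller. The number of responsive genes was 875 in passage 9 alone and 884 with the lane number as a term. It was 870 without the 5 omitted libraries of replicate 4. Passage 10 had 1 library per time and could not be tested alone.

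**Figure D1:**
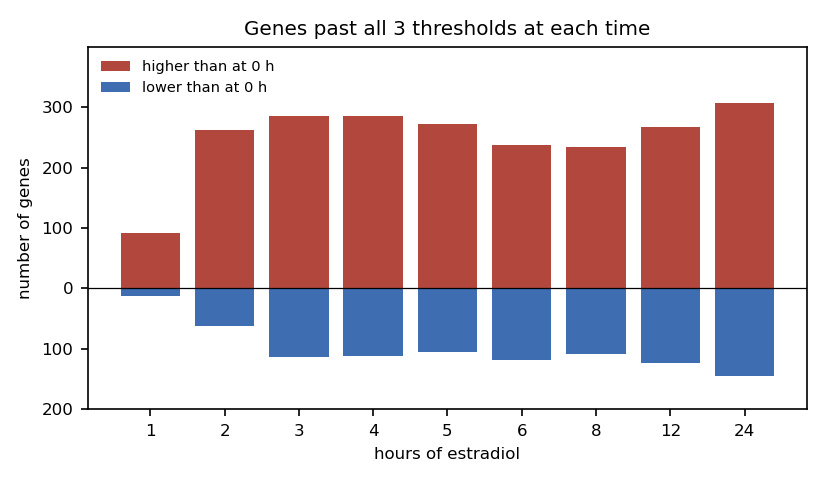
Bars give the number of genes that passed the limits on adjusted p, fold change and mean count at each time of estradiol (horizontal axis, hours), upward for genes higher than at 0 h and downward for genes lower. Higher genes outnumbered lower ones at every time, from 92 against 13 at 1 h to 308 against 145 at 24 h.

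The genes of the earliest response were followed to see what moved within 1 h. Transcripts of FOS, a subunit of the AP-1 transcription factor, rose by 2.29 ± 0.11 in log2 fold change at 1 h. KLF10, a zinc finger repressor, rose by 2.23 ± 0.06 and the orphan nuclear receptor NR4A3 by 2.56 ± 0.26. SNAI1, a repressor of E-cadherin, rose by 4.67 ± 0.15, and VASN, a membrane protein that binds TGF-beta, by 4.48 ± 0.24. Among the 33 tested immediate early genes, 19 rose and 4 fell at 1 h (21 and 6 adjusted over the list alone), with a median of 0.69 and an adjusted p of 1.41e-29 by camera (3.01e-05 with an estimated correlation). From 2 to 5 h the preset test still placed this list higher, but with an estimated correlation its adjusted p was 0.296, 0.237, 0.296 and 0.359. MYC (chromosome 8, 128747680 to 128755197), a driver of cell growth and itself an immediate early gene, fell by 0.69 ± 0.07 at 2 h (adjusted p 1.4e-08 by edgeR's quasi-likelihood test) and had a log2 fold change of −0.04 at 24 h that did not pass the test. Falls at 1 h reached 2-fold for DKK1, a secreted Wnt antagonist (−1.59 ± 0.07), TRIB1, a pseudokinase (−1.38 ± 0.10), and EFNA1, a ligand of Eph receptors (−1.38 ± 0.12). Of 28 hypoxia response genes 8 rose and 3 fell at 1 h (8 and 3 adjusted over the list alone), with a median of 0.005 and a mean of 0.17 (camera adjusted p 0.00016, 0.0264 with an estimated correlation). Examples were PFKFB3, a regulator of glycolysis (2.11 ± 0.07), and the growth factor VEGFA (1.29 ± 0.10), while the peptide hormone ADM fell by 1.87 ± 0.30. The glucose transporter SLC2A3 stood at 1.59 ± 0.5, with a call that was lost in many alternatives. The mesenchymal list, 11 genes with SNAI1 among them, passed at 1 h (adjusted p 3.57e-05 by camera, 0.0036 with an estimated correlation) with 2 genes higher and 1 lower, the same numbers when adjusted over the list alone. The other members that passed, the transcription factors SNAI2 and TWIST1, lost their calls in some alternatives.

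The second question was how the receptor itself and other regulators of luminal identity behaved. ESR1, which encodes the estrogen receptor alpha, fell by 1.30 ± 0.10 in log2 fold change at 3 h from 15500 ± 2100 normalised counts (SD, n = 3) and stood at −0.56 at 24 h. GATA3, a zinc finger regulator of luminal cells, fell by 1.40 ± 0.08 at 2 h from 29650 ± 1750 normalised counts. ZNF217, a Krüppel-like zinc finger protein amplified in breast cancer, was lower at every time, and its largest fall was 1.34 ± 0.07 at 12 h from 31170 ± 1490 normalised counts. ERBB2, a receptor tyrosine kinase, fell by 1.46 ± 0.11 at 5 h, whereas FOXA1, the forkhead factor that opens chromatin for the receptor, fell by only 0.48 ± 0.08 at 2 h. FOXC1 rose by 4.01 ± 0.10 at 1 h from 94.1 ± 12 normalised counts and was called at all 9 times. The adjusted p of these changes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.9e-11 for ESR1 (gene number 2099, chromosome 6, 151977826 to 152450754) and 8.3e-14 for GATA3 (2625, chromosome 10, 8087341 to 8117161). It was 1.7e-14 for ZNF217 (7764, chromosome 20, 52183610 to 52226446), 6.2e-12 for ERBB2, 5.8e-05 for FOXA1 and 8.2e-21 for FOXC1 (2296, chromosome 6, 1610150 to 1614132). GATA3 passed the 2-fold limit at 2 h alone and was higher at 24 h than at 2 h by 0.84 (adjusted p 2.05e-09, edgeR's quasi-likelihood test). ZNF217 differed by 0.04 between these times (adjusted p 0.701) and ESR1 by −0.19 (0.123). For ESR1 this test does not measure a return, since its largest fall came later, at 3 h (−1.30 against −0.56 at 24 h). The change from 3 to 24 h was not tested. In the list of 24 luminal regulators and markers, 5 rose and 15 fell at 24 h (5 and 15 adjusted over the list alone), with a median of −0.41. TBX3, a T-box repressor, fell (−2.59 ± 0.17), as did ELF5, a regulator of secretory cells (−2.31 ± 0.25), while XBP1, a factor of the secretory pathway, rose by 2.02 ± 0.08 and AGR2, a protein disulfide isomerase, by 1.82 ± 0.12. The list's adjusted p by camera was 0.00947 at 24 h, 0.0142 at 12 h and 0.0308 at 8 h, and adjusted p = 0.091, 0.0971 and 0.157 with an estimated correlation, and the 8 h call was also lost without the 8 h library of replicate 3 (adjusted p 0.0537). Since ESR1, GATA3 and ZNF217 were discussed by the study on these samples, the direction of this list is not independent evidence. Basal epithelial markers rose at 1 h, where 4 of 18 passed and none was lower, and at 8 h, where 10 were higher and 4 lower with a median of 0.83 (adjusted over the list alone, 4 and 0, then 10 and 4). Their adjusted p by camera was 9.45e-06 and 0.000244 (0.00286 and 0.00933 with an estimated correlation), whereas from 2 to 4 h the call was lost with adjusted p = 0.0656, 0.091 and 0.0741 with an estimated correlation. The members included SOX9, a stem cell transcription factor (1.27 ± 0.16 at 1 h), KRT15, a keratin (0.90 ± 0.12), and FOXC1, which the study had singled out.

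**Figure D2:**
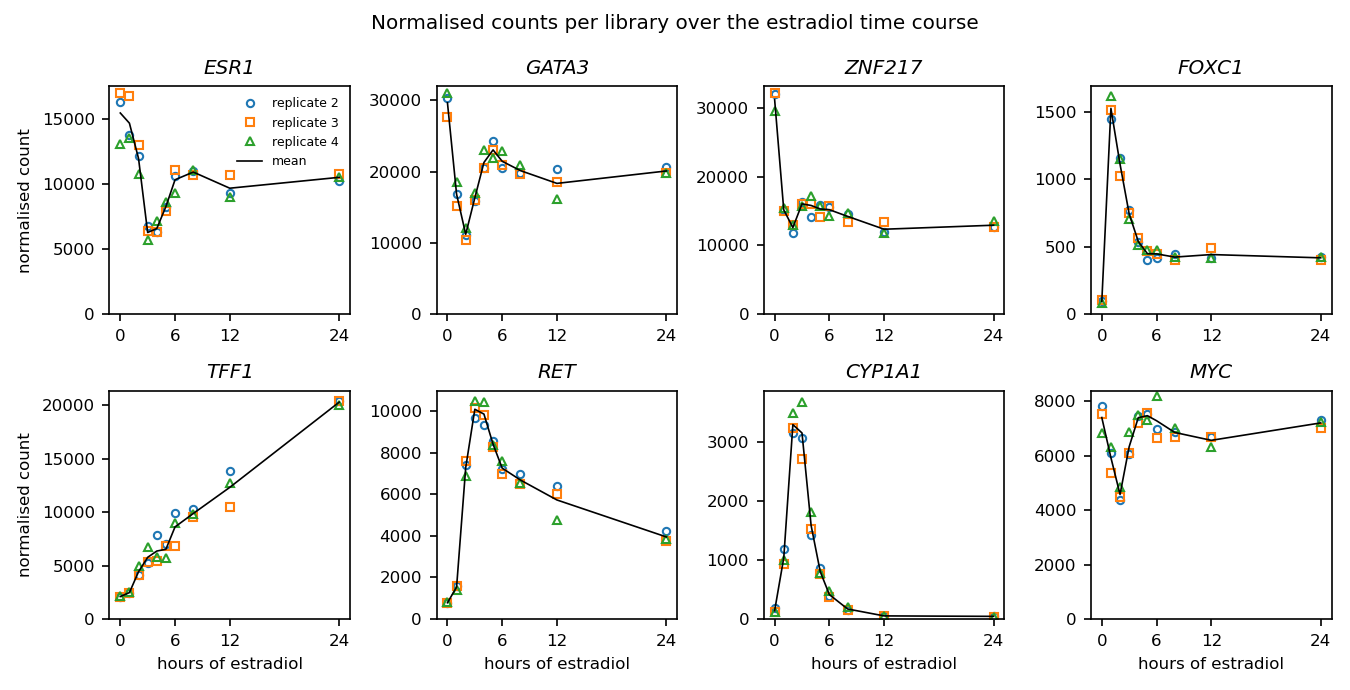
Normalised counts (vertical axes, from 0) against hours of estradiol for 8 genes, with a symbol for each of the 3 replicates and a line through their mean. ESR1, GATA3 and MYC dipped by 3 h, ZNF217 stayed below its mean of 31170 at 0 h, FOXC1, RET and CYP1A1 peaked by 3 h and TFF1 climbed to 24 h.

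Known targets of the receptor were examined next. TFF1, a secreted peptide of mucous epithelia and a standard marker of estrogen action, rose by 3.27 ± 0.14 in log2 fold change at 24 h from 2106 ± 73.6 normalised counts. GREB1, a cofactor of the receptor, rose by 3.16 ± 0.12 and PGR, the progesterone receptor, by 2.99 ± 0.25 at 24 h, and CTSD, a lysosomal protease, by 2.38 ± 0.16. RET, a receptor tyrosine kinase, peaked earlier with 3.68 ± 0.09 at 3 h, and CCND1, the G1 cyclin D1, with 1.83 ± 0.07 at 2 h. KRT13, a keratin, rose by 5.99 ± 0.16 at 8 h from only 9.70 normalised counts, ADORA1, an adenosine receptor, by 3.66 ± 0.15 at 8 h, and PDZK1 by 4.98 ± 0.15 at 24 h. The adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.6e-16 for TFF1 (7031, chromosome 21, 43782391 to 43786644), 6e-18 for GREB1, 1.2e-10 for PGR, 1.2e-12 for CTSD, 8.2e-22 for RET (5979, chromosome 10, 43572512 to 43625799) and 2.8e-17 for CCND1. Of the 34 classical targets, 21 were higher and 1 lower at 1 h, 33 higher and 1 lower at 3 h and 33 higher and 0 lower at 24 h. Adjusted over the list alone, these counts were 25 and 1, 33 and 1, and 33 and 0. The median was 0.66, 2.16 and 2.22, and 31 targets were at least 2-fold higher at 24 h. Camera gave adjusted p 3.39e-64 at 1 h and 7.72e-97 at 24 h (3.62e-10 and 1.24e-11 with an estimated correlation), though several members were first described in this cell line. MGC16121 (chromosome X, 133677149 to 133680672), the host transcript of the miR-503 locus, rose by 3.51 ± 0.16 at 24 h from 46.4 ± 5.75 normalised counts (adjusted p 9.7e-16, edgeR's quasi-likelihood test).

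Genes of biosynthesis were compared over time because estradiol drives these cells to grow. Ribosome biogenesis genes, which build ribosomal subunits in the nucleolus, rose by both forms of the test from 2 to 8 h, with 46 higher and 1 lower of 55 at 4 h (46 and 1 adjusted over the list alone) and a median of 0.53. DDX10, an RNA helicase, rose by 1.75 ± 0.08 and PNO1, an assembly factor of the small subunit, by 1.06 ± 0.10 at 4 h. The mRNAs of 72 cytosolic ribosomal proteins did not pass at any time by camera with all libraries and had at most 2 lower members, RPL11 and RPL13A at 5 h, whose calls were lost in several alternatives, and no higher one, with a median of −0.12 at 5 h (adjusted p 0.0863). With an estimated correlation, about 0.69 for this list, its adjusted p by camera lay between 0.831 at 5 h and 0.961 at 3 h. The preset result depended on the libraries used. Camera with the preset correlation gave adjusted p 0.00177 at 1 h and 0.0103 at 4 h without replicate 2. It gave 0.00281 at 5 h without replicate 3 and 0.027 at 5 h without the filter on low counts. The estimated form was not run on subsets of the libraries. By camera the list also passed when a single library was left out, namely at 4 and 5 h without the 0 h library of replicate 2 (adjusted p 0.0443 and 0.0205), at 1 and 4 h without its library of that time (0.0325 and 0.0413), at 5 h without the 0 h or 5 h library of replicate 3 (0.0321 and 0.0108), and at 2 and 12 h without the library of that time of replicate 4 (0.0381 and 0.0357). Aminoacyl-tRNA synthetases, which charge tRNAs, had 16 higher and 1 lower of 20 at 6 h (16 and 1 adjusted over the list alone), among them YARS (1.09 ± 0.08) and GARS (1.01 ± 0.06). For amino acid transport and synthesis 20 of 28 genes were higher and 2 lower at 8 h (22 and 3 adjusted over the list alone), led by SLC7A11, the cystine transporter (2.37 ± 0.22), and CHAC1, which degrades glutathione (2.35 ± 0.24), and followed by SLC7A5 and SLC3A2, the chains of the large neutral amino acid transporter (1.95 ± 0.13 and 1.83 ± 0.09). Cholesterol synthesis genes rose from 3 h on, with 21 higher and 1 lower of 24 at 12 h (21 and 1 adjusted over the list alone) and a median of 1.03. Examples were STARD4, a sterol carrier (1.91 ± 0.21), and DHCR7, the last enzyme of the pathway (1.67 ± 0.11). Of 25 genes of the unfolded protein response 18 were higher and 0 lower at 6 h (18 and 0 adjusted over the list alone), with CHAC1 at 2.92 ± 0.23 and the chaperone HSPA5 at 1.03 ± 0.07. Of 26 heat shock genes 17 were higher and 1 lower at 8 h (18 and 1 adjusted over the list alone), with the small chaperone HSPB8 at 1.91 ± 0.08 and the immunophilin FKBP4, also a known receptor target, at 1.24 ± 0.08. Camera gave adjusted p 2.55e-10 for ribosome biogenesis, 7.84e-07 for tRNA synthetases, 4.58e-10 for amino acid genes, 2.8e-15 for cholesterol synthesis, 1.18e-07 for the unfolded protein response and 8.03e-06 for heat shock. With an estimated correlation these were adjusted p = 0.00851, 0.0244, 0.00811, 3.06e-07, 0.0244 and 0.0618, so the heat shock call was lost.

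**Figure D3:**
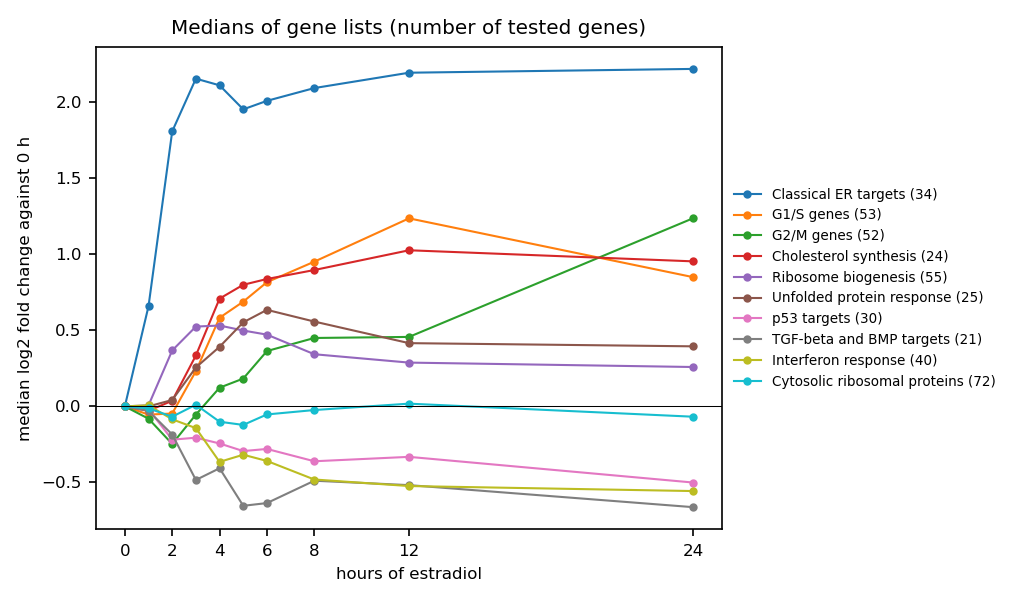
Median log2 fold change against 0 h (vertical axis) of 10 gene lists over hours of estradiol (horizontal axis), with the number of tested genes of each list in the key. Receptor targets reached 2.22 at 24 h, G1/S genes were highest at 12 h (1.24) and G2/M genes at 24 h (1.24), while p53 targets and TGF-beta and BMP targets lay below 0 at all 9 times and interferon response genes from 2 h on.

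Genes of the G1/S step rose by both forms of the test from 4 h on, with 45 of 53 higher, 0 lower and a median of 0.58 at 4 h (48 and 0 adjusted over the list alone, camera adjusted p 3.04e-14, 0.0261 with an estimated correlation). E2F1, a transcription factor that starts S phase, rose by 1.55 ± 0.08 in log2 fold change at 12 h, as did the replication licensing genes CDC6 (1.76 ± 0.07) and ORC1L (1.76 ± 0.09), the ubiquitin ligase adaptor DTL (1.97 ± 0.10) and the cyclin CCNE2 (1.71 ± 0.17). All 53 tested G1/S genes were higher at 12 h, 42 of them by at least 2-fold, with a median of 1.24. All 52 tested G2/M genes were higher at 24 h, 45 by at least 2-fold, among them UBE2C, which drives exit from mitosis (1.55 ± 0.09), the centromeric histone CENPA (1.53 ± 0.13) and CDCA3 (1.58 ± 0.10). At 2 h the G2/M list lay lower, with 17 lower and 1 higher (18 and 1 adjusted over the list alone, camera adjusted p 0.00593, but adjusted p = 0.586 with an estimated correlation). Of 32 genes of homologous recombination, the repair of DNA breaks from a sister copy, 27 were higher and 0 lower at 12 h with a median of 0.88. BRCA1 and BRCA2, tumor suppressors of this pathway, rose by 1.27 ± 0.12 and 1.15 ± 0.26, the helicase BRIP1 by 1.5 ± 0.18, the recombinase RAD51 by 1.49 ± 0.09 and RBBP8, which trims broken ends, by 1.71 ± 0.12. The adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.4e-14 for E2F1, 7.7e-10 for BRCA1, 0.00073 for BRCA2 and 1.3e-07 for BRIP1, which was called at 3 times. Adjusted over the list alone, 53 G1/S, 52 G2/M and 27 recombination genes passed at these times and no member was lower. Camera gave adjusted p 9.77e-67, 1.31e-39 and 2.37e-14 (2.33e-05, 0.0102 and 0.0371 with an estimated correlation). The study discussed BRCA1, BRCA2 and BRIP1 on these samples, so that list is not independent evidence of its direction.

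Other groups fell. Among 21 targets of TGF-beta and BMP signaling, 12 were lower and 1 higher at 3 h (13 and 1 adjusted over the list alone), with a median of −0.48. Falls in log2 fold change were −3.12 ± 0.16 for the ligand TGFB3, −3.02 ± 0.15 for ID1, a relative of ID2, and −2.79 ± 0.20 for SMAD6, an inhibitor of BMP signaling. Of 30 p53 targets 18 fell and 3 rose at 24 h (18 and 3 adjusted over the list alone), with a median of −0.50, among them BTG2, which restrains proliferation (−2.69 ± 0.15), TP53INP1, a stress-induced protein (−2.64 ± 0.13), the cell cycle inhibitor CDKN1A (−1.48 ± 0.10) and the cell death gene BBC3 (−1.42 ± 0.15). Apoptosis regulators had 8 lower and 4 higher of 25 at 8 h (8 and 4 adjusted over the list alone), where the death-promoting genes BMF (−1.70 ± 0.10), BIK (−1.83 ± 0.28) and BAK1 (−1.64 ± 0.10) fell and another, PMAIP1, rose by 1.92 ± 0.16. Of 40 interferon response genes, which serve antiviral defense, 21 were lower and 2 higher at 12 h (22 and 2 adjusted over the list alone), with a median of −0.52 and with IFI44L at −2.01 ± 0.33 and IFIT1 at −1.49 ± 0.19. Camera gave adjusted p 7.98e-08 for TGF-beta and BMP targets, 6.45e-06 for p53 targets, 0.023 for apoptosis regulators and 8.38e-05 for the interferon response. With an estimated correlation these were adjusted p = 0.0131, 0.000264, 0.0368 and 0.24, so the interferon call was lost. The circadian clock list of 19 genes did not pass at any time by camera (lowest adjusted p 0.116, at 12 h, 0.000136 by fry), although 4 of its members were higher and 11 lower at 12 h (4 and 11 adjusted over the list alone). Of these, BHLHE41, a repressor, rose by 2.52 ± 0.31 and DBP, an output gene, fell by 1.42 ± 0.15.

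Other lists served as checks. Of 13 fibroblast markers 6 were tested and did not pass as a list (adjusted p 0.295 at 2 h by camera). At that time 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with TAGLN, an actin-binding protein, at 1.07 ± 0.16 and COL1A1, a collagen, at 0.85 ± 0.12. At 24 h 3 of the 6 were higher and 3 lower (3 and 3 adjusted over the list alone, camera adjusted p 0.319). Blood cell markers were mostly below the filter, with 3 of 16 tested. Among 17 stable reference genes 7 were higher and 0 lower at 24 h (7 and 0 adjusted over the list alone), with a median of 0.15 and adjusted p 0.212 by camera, but the list passed without the filter on low counts (adjusted p 0.0377). By fry, which does not compare a list with the other genes, reference genes and fibroblast markers passed at 24 h (adjusted p 4.81e-06 and 0.000368). TFRC, the transferrin receptor, stood at 0.85 ± 0.12, HPRT1, a purine salvage enzyme, at 0.81 ± 0.17 and ACTB, an actin, at 0.41 ± 0.08. Over all lists and times the preset test gave 118 calls and the estimated correlation 70. When the libraries were put in random order over the times, the preset test gave a median of 75 calls and the estimated correlation a median of 0 and at most 1, so a call by the preset test alone carries little weight. With an estimated correlation the calls held for receptor targets and p53 targets at all 9 times, and for TGF-beta and BMP targets from 2 h and cholesterol synthesis from 3 h on.

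The courses of responsive genes were sorted into 3 classes. The transient class held 200 genes (22.4%), among them PTGES, CYP1A1, CYP1B1, another aryl hydrocarbon oxidase, and SMOX, a spermine oxidase. The median peak of this class was 1.44 in log2 fold change, at a median time of 2 h, and its median at 24 h was 0.37. The repressed class held 262 genes (29.3%) with ZNF217, MME, RNF43, ID2 and REL, a subunit of NF-kappaB, and had a median peak of −1.31 and a median of −1.04 at 24 h. The induced class held 432 genes (48.3%), among them TFF1, EGR3, PDZK1 and SDK2, an adhesion molecule, with a median peak of 1.31 and a median of 1.15 at 24 h. In the induced class 93 genes peaked at 12 h and 179 at 24 h, whereas 92 of the transient genes peaked at 2 h and 51 at 3 h. FOXC1 fell in the induced class because its 24 h value stayed above 0.5 of its peak on the log2 scale. Under the wavelet clustering, with settings chosen here, 850 of the 894 genes received the same class. The split into transient and induced genes has no test, and it moves with the share of the peak that must remain: at 0.75 the transient class held 349 genes and at 0.25 it held 105.

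**Figure D4:**
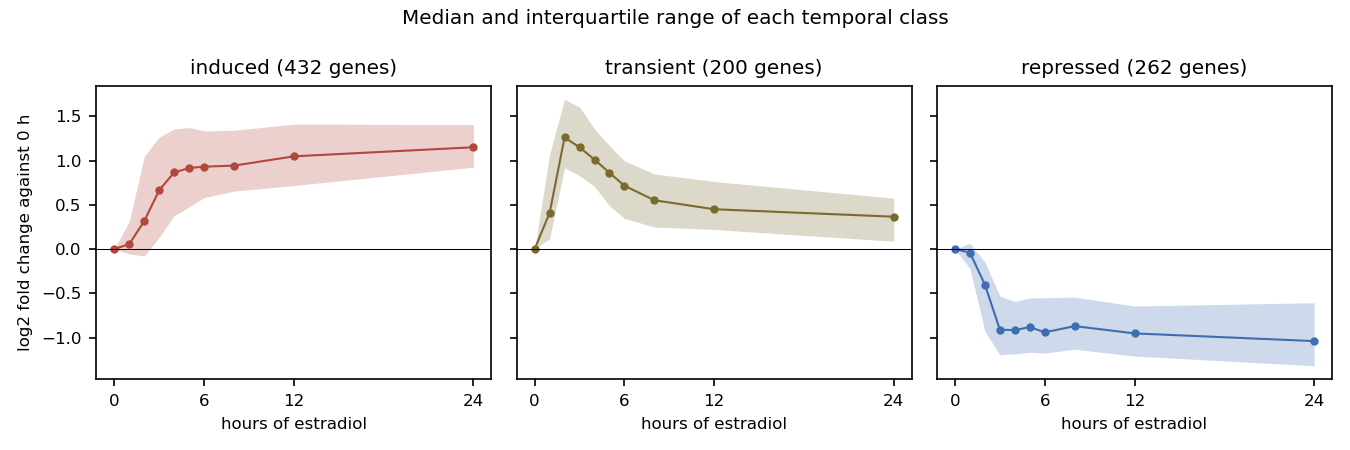
Median log2 fold change against 0 h (points and line) and interquartile range (band) of the induced (432), transient (200) and repressed (262) genes over hours of estradiol. The transient median peaked at 2 h (1.26), while the induced median reached 1.15 and the repressed median −1.04 at 24 h.

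The dense sampling was meant to show how much a few times would miss. NCOR2, a corepressor of nuclear receptors, rose by 1.61 ± 0.18 at 2 h from 5298 ± 340 normalised counts (adjusted p 5e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was at least 2-fold higher at 3 times and did not differ from 0 h by the test at 24 h (adjusted p 0.262). Like NCOR2, GATA3 would not be called from 24 h alone. In all, 316 genes (35.3%) were called at a single time, 530 (59.3%) at 3 or fewer and 35 (3.9%) at all 9. Single-time genes made up 27.5% of the transient, 30.9% of the repressed and 41.7% of the induced class. The libraries at 24 h alone missed 441 genes (49.3%), and those at 12 and 24 h together missed 330 (36.9%). A missed gene is one that was not called, which does not mean that it was unchanged. Genes near the fold limit can pass at 1 time and fail at another. Of 50 genes simulated with a 2-fold change at 4 h, only 24 passed all limits. With a fold limit of 1.5, 503 of 2187 responsive genes were called at a single time. Called at 2 or more times were 578 genes (64.7%), or 580 counted for each direction apart, where independent lists of these sizes would share 297.9. Simulated times without any change, compared with the same 0 h libraries, gave 0 such genes in each of 10 runs, but there no gene was called at any time, so this value could not have been higher. The fold changes of all tested genes at different times had a median covariance of 0.496 and a median r of 0.767, where the simulated times gave 0.026 and 0.5. Because all times share 3 libraries at 0 h, too few to split, part of the overlap may come from them. A change of any size over time was found for 9685 genes (69.9%) by the joint test.

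The last comparison asked which early changes turned back. AMIGO2, an adhesion molecule, fell by 2.07 ± 0.08 in log2 fold change at 2 h and rose again by 2.63 between 2 and 24 h, and CALHM2, a channel protein, RNF43, REL and ID2 also fell and were higher again. In the other direction P2RY2, a nucleotide receptor (3.48 ± 0.11 at 2 h), TBKBP1, an adaptor of the kinase TBK1 (3.44 ± 0.10), TMPRSS2, a membrane protease (2.33 ± 0.11), and CYP1A1 rose and were lower again. Of 62 genes called lower at 2 h, 47 (75.8%) were higher at 24 h than at 2 h and 4 were lower still by edgeR's quasi-likelihood test, and the median went from −1.40 to −0.69. Of 263 genes called higher at 2 h, 200 (76%) were lower at 24 h and 29 higher still, and the median went from 1.46 to 0.72. Genes chosen for a large value at 2 h tend to lie nearer to 0 in another measurement, which can add to these shares. The time means of 9 responsive genes followed those of GATA3 with r of at least 0.9, among them CCNG2, a cyclin linked to arrest (r = 0.924), where random orders of the times gave a median of 0. Such orders break the likeness of neighbouring times that any smooth course has. The comparison is therefore a lenient one and cannot show a group that follows GATA3 in particular. Opposite to GATA3 were 6 genes. Chosen for naming after their values were seen were TXNIP, an inhibitor of thioredoxin (0.934), and the early gene FOSL2 (−0.929). The opposite count ranged from 3 to 11 when a replicate or library was left out, with 3 without replicate 2 or without its 12 h library, 10 without replicate 3 or 4 and 11 without the 4 h or the 12 h library of replicate 4. The similar count was 5 without the 5 omitted libraries of replicate 4 and also 5 with a correction for GC content.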

Values the study reported

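The study called 1546 genes estrogen-responsive in MCF-7 cells, with the same limits on adjusted p, fold change and mean normalised count that are used here. It placed 468 of them in a transient class, 608 in a repressed class and 470 in an induced class. The study stated that 905 of the responsive genes (59%) passed the fold limit at no more than 3 times, and that 528 (34%) passed it at a single time. It described 170 genes with a course like that of GATA3 and 118 genes with the opposite course.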

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

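The tests of shared reads and of the medium change, the shares of the component taken by the replicate and lane numbers, the values of the aryl hydrocarbon receptor genes and the orders that kept the replicate numbers together were chosen only after the results had been seen.

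Some genes changed in opposite directions at different times. CYP1A1 was higher at 2 h (4.52) and lower at 24 h (−1.64), a difference of −6.16 in log2 fold change (adjusted p 2.28e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TMPRSS2, which overlaps MX1, went from 2.33 at 2 h to −1.96 at 24 h, a difference of −4.30. Outside the rule for named genes and chosen after their values were seen are ELF3, an epithelial transcription factor, SOCS3, an inhibitor of cytokine signaling, and THRB, a thyroid hormone receptor. ELF3 went from 2.30 at 1 h to −1.13 at 6 h, a difference of −3.43. SOCS3 went from 1.47 at 1 h to −1.19 at 24 h, a difference of −2.65. THRB was at −1.27 at 3 h and 1.03 at 8 h, a difference of −2.30 when the later time is subtracted from the earlier. G2/M genes were lower at 2 h and higher at 24 h, with a median difference of 1.48 between these times (adjusted p 9.06e-53 by camera, 0.00345 with an estimated correlation). Genes of homologous recombination had a call as lower at 1 h, with 2 of 32 members lower and a median of −0.10, and were higher at 12 h, and the median difference of 0.99 came mostly from the median of 0.88 at 12 h (adjusted p 1.03e-19 by camera, 0.0169 with an estimated correlation). Their earlier, lower call was lost with an estimated correlation in both lists (adjusted p = 0.586 and 0.576), and that of recombination genes at 1 h also by fry (0.147) and without the 1 h library of replicate 4 (0.421) or the 0 h library of replicate 3 (0.135). The return between 2 and 24 h took in 47 genes that were lower at 2 h and 200 that were higher.

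CYP1A1, CYP1B1 and TIPARP, a poly-ADP-ribose polymerase, are standard targets of the aryl hydrocarbon receptor, a sensor of aromatic compounds, and at 2 h they stood at 4.52, 3.81 and 2.48 in log2 fold change. Reads shared with a near-identical gene are argued against, since CYP1A2 held 0.263% of the normalised count of CYP1A1. GC content is also argued against, since the smallest of these fold changes was 2.58 after a correction for it. The fresh medium given with the hormone stays open as a possible source, because no library had the medium alone, and the receptor's other 3 tested targets, AHRR at 1.24, NQO1 at 0.04 and UGT1A6 at −0.23, have a median of 0.04 at 2 h that decides nothing (CYP1A2, near its floor at 0 h, was dropped after the values were seen). An effect of estradiol itself is confounded with the medium in the same way and was not tested apart from it.

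MYC, a gene that estrogen is commonly reported to raise in these cells, fell by 0.69 ± 0.07 at 2 h in these libraries. Normalisation is argued against, since the log2 fold change was −0.695 or lower with RLE factors or library totals. No single library accounts for it, since the value was −0.638 or lower without any library or replicate, and after the correction for GC content it was −0.74. The change of medium may contribute and stays open, because no library had medium alone. The median of the immediate early genes at 1 h, a rise of 0.693, does not decide it. An effect of estradiol on MYC remains among the open explanations.

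Libraries of the same time parted along a component that took 50.5% of the variance within times, from a score of −12 (replicate 3 at 6 h) to 14.5 (replicate 4 at 3 h). GC content is consistent with this component, since Spearman's rho across genes between its loadings and transcript GC was 0.858, though genes are not independent replicates. Library size stays open, with rho over the 30 libraries of −0.142 (permutation p 0.453, 95% interval −0.487 to 0.24; Pearson's r −0.138, permutation p 0.466, and −0.209 without the 2 libraries farthest from the median). The replicate number, which also marks the passage, took 35.4% of the variance of the scores (permutation p 0.023) and stays open, while the lane number took 9% (permutation p 0.188); adjusted over these 4 relations by Benjamini-Hochberg the p was 0.092 for the replicate number, 0.377 for the lane and 0.466 for both relations with library size. No biological explanation was tested for this component.

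Other splits of the libraries were tried for each count. At single times the 3 libraries against 3 allow 10 splits, which cannot give a share under 0.05. The counts were 105, 325, 399, 398, 379, 356, 344, 391 and 453 genes at the 9 times and 47 and 200 genes for the return, and the highest of the other splits gave 0 in each case. In 100 orders of the 30 libraries over the times, the real one included, no other such order reached the real counts. Mixed times widen the spread within groups, and the median of the other orders was 0 responsive genes. This makes the comparison a lenient one, and chance is not excluded by it. The real order gave 894 responsive genes against a highest other of 198, and 9685 against 21 for any change over time. It gave 316 against 198 genes at a single time, 530 against 198 at 3 or fewer times, 200 against 10 in the transient, 262 against 154 in the repressed and 432 against 75 in the induced class. For list calls with the preset correlation it gave 118 against 97, where the median of the other orders was 75, and with an estimated correlation 70 against 1. These orders mix the replicate numbers. In 100 orders that moved times only within a replicate number, the real one included, the highest other was 482 responsive genes, 1712 for any change, 187 at a single time, 263 at 3 or fewer times, 179 repressed and 177 induced genes, all below the real counts. Counting the real order itself, the transient count was reached by 2 of these 100 orders (highest other 204) and the preset list calls by 4 (highest other 130), while list calls with an estimated correlation reached at most 2 in another order.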

How the results depend on the processing

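Chosen after the data were seen were the correction for GC content, the omission of 5 libraries, the lane term and the count limit of 250. Of 9217 recomputed results for named genes, 9116 kept their direction and side of the threshold, the others fell short of it in the same direction and 0 reversed. Of these, 36 came with the test against a fold of 2, BRCA1 and BRCA2 at 12 h among them, and the rest concerned CAV1, COL6A3, GUSB, HSPB1, RORA, RPL11, RPL13A, SLC2A3, SNAI2 and TWIST1. Apart from the genes taken from the study or as markers, the named genes were chosen in these same data for large or passing changes. Many alternatives also left out only 1 library. Few reversals could therefore occur, and these numbers do not measure how stable other genes are. The number of responsive genes was 892 with RLE factors, 860 with library totals, 899 without the filter, 888 and 807 with DESeq2 without and with the prior, 886 from 6 libraries at a time, 865 with the GC correction, 866 to 918 without any library and 875 to 913 without any replicate. With the replicate block it was 896, and the block ended the list calls of immediate early genes at 5 h (adjusted p 0.0842) and apoptosis regulators at 24 h (0.0603), made calls for luminal genes at 1, 5 and 6 h (0.0283, 0.0344 and 0.0283) and for G2/M genes at 1 h (0.0319), and changed no other call. Profiles opposite to GATA3 numbered 10 with library totals. They ranged from 3 to 11 without a replicate or library: 3 without replicate 2, 10 without replicate 3 or 4, 3 without the 12 h library of replicate 2 and 11 without the 4 h or the 12 h library of replicate 4. GATA3-like profiles numbered 5 without the 5 libraries of replicate 4 and with the GC correction. At r of 0.8 there were 27 similar and 50 opposite genes. A mean count of at least 100 gave 1594 responsive genes, with 201, 580, 721, 703, 693, 652, 614, 700 and 808 at the 9 times, 541 at a single time, 937 at 3 or fewer, 342 transient and 608 repressed. No minimum gave 3035, with 377, 1083, 1378, 1372, 1372, 1295, 1225, 1371 and 1502 at the 9 times, 922 at a single time, 1750 at 3 or fewer, and 630 transient, 1407 repressed and 998 induced. A fold of 1.5 gave 2187, with 217, 768, 1041, 1127, 1115, 1064, 989, 1123 and 1153 at the 9 times, 503 at a single time, 1135 at 3 or fewer, and 525, 758 and 904 in the classes. A test against a fold of 2 gave 512, with 68, 216, 244, 235, 212, 196, 180, 203 and 233 at the 9 times, 161 at a single time, 308 at 3 or fewer, and 132, 145 and 235 in the classes. These follow from the limits themselves, which let more or fewer genes pass. Asking for 0.75 of the peak at 24 h gave 349 transient and 283 induced genes, and 0.25 gave 105 transient genes. The estimated correlation gave 70 list calls in place of 118. The cause of the changes under library totals, GC correction and left-out libraries was not tested. Depth limits which genes could be tested, 13849 after the filter. Of 50 genes simulated with a 2-fold change at 4 h, all 50 passed the adjusted p and 24 passed all limits, since such a change lies on the fold limit itself, and at 1.5-fold 46 of 50 passed the adjusted p.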

Other observations

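The test of Wnt targets and the list of aryl hydrocarbon receptor targets were chosen only after the values of RNF43 and CYP1A1 had been seen. Several large falls belonged to no list. ST8SIA4, which adds polysialic acid to cell surface proteins, fell by 2.42 ± 0.11 in log2 fold change at 24 h, and PMP22, a membrane protein of myelin, had a value of −2.14 ± 0.10. TNS3, a protein of focal adhesions, fell by 2.09 ± 0.13 at 12 h. SGCG, a sarcoglycan, fell by 2.42 ± 0.09 at 4 h. At 6 h the values were −2.1 ± 0.09 for PGM5, a protein of adherens junctions, −2.09 ± 0.12 for TCF7L1, a repressor of Wnt target genes, and −1.95 ± 0.08 for CLMN, an actin-binding membrane protein. FAM107B fell by 1.98 ± 0.11 at 5 h. TRERF1, a zinc finger regulator of steroid enzyme genes, fell by 2.59 ± 0.12 at 3 h. For all of these the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 3.3e-13 or smaller.

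Aryl hydrocarbon receptor targets did not keep a common course. CYP1B1 stood at 3.81 ± 0.13 at 2 h and 1.66 ± 0.12 at 24 h and TIPARP at 2.48 ± 0.09 and 1.54 ± 0.09, while AHRR, the repressor of the receptor, went from 1.24 ± 0.14 at 2 h to −2.07 ± 0.17 at 24 h and NQO1, a quinone reductase, from 0.04 ± 0.08, which did not pass, to −0.91 ± 0.08. Of the 6 tested targets 4 were higher and 0 lower at 2 h and 2 higher and 4 lower at 24 h. The 3 that had not prompted the list had a median of 0.04 at 2 h and −2.07 at 24 h.

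A fall in Wnt signaling was tested as a hypothesis for the fall of RNF43, which is itself a Wnt target. The median log2 fold change at 2 h of the 6 tested of 10 other Wnt feedback targets was −0.24, with 2 higher (TCF7 at 1.35 and ZNRF3 at 0.50) and 1 lower (AXIN2 at −1.10). Members that go both ways leave the hypothesis undecided.

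The number of responsive genes here was 894. That is lower than the value quoted from the study above. The transient class here held 200 genes. That is lower than the value quoted from the study above. The repressed class held 262 genes. That also is lower than the number the study gave. The induced class held 432 genes, a share of 48.3%. The number is close to the one the study gave, but the share is higher. Here 316 genes were called at a single time and 530 at 3 or fewer. Both are lower than the numbers quoted from the study. The shares, 35.3 and 59.3%, were close to those quoted. The classes here came from a rule, whereas the study clustered wavelet coefficients. FOXC1, an example of a transient gene in the study, was induced by the rule. Wavelet clustering with the settings chosen here gave 196 transient, 258 repressed and 440 induced genes. Under the rule, the comparison depends on the share of the peak that had to remain at 24 h, since 0.75 gave 283 induced and 349 transient genes and 0.25 gave 527 and 105. It also depends on the limit on the mean count. With a limit of 100 in place of 500 there were 1594 responsive genes, 608 repressed and 644 induced genes, 541 genes at a single time and 937 at 3 or fewer, and 342 transient genes. Of these only the transient count is lower than the one quoted. The methods of the study name RSEM, DESeq2 and a limit of 500 on the mean normalised count. With the limit of 500 applied to DESeq2's own normalised counts of these libraries, 888 genes responded without the prior on fold changes and 807 with it. Both are lower than the number quoted from the study. Whether the study's own normalised counts had the same scale as these was not checked. Similar and opposite profiles to GATA3 were not compared, since the limit used in the study is not given in the sources used here.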
